A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

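Tail DNA of 9 C57BL/6J/Nrs mice of 1 non-irradiated family (1 sire, 1 dam and 7 offspring, dose 0 Gy) was hybridized against DNA of 1 reference male on a custom Agilent CGH array, with 2 dye-swapped arrays per mouse. Groups and the dye of each channel were taken from the descriptions of the samples. The offspring are numbered as there.

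The authors scanned the arrays and extracted them with Feature Extraction 10.7.1.1, per the file headers. The deposited processed signals are intensity values of the red (Cy5) and green (Cy3) channels after background subtraction, detrending and a linear dye normalization by that program. The deposited median signals and local backgrounds are intensity values with no correction. The deposited log10 ratio of each spot is red over green. The authors' table of the whole series holds a log2 ratio per spot, and set against the scanner values it ran as reference over mouse on every array, so its sign was turned. The deposited flags mark spots with uneven pixels, spots not well above background and saturated spots. Probe positions are those of mm9 (NCBI 37). The reference annotation at hand was of another build, so no coordinates were converted and gene annotation was not used here. Because of the dye normalization, a change that shifted most probes of an array would not be seen.

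The main value was the log2 ratio of the processed signals, turned to mouse over reference on every array. Control spots and spots flagged as uneven in either channel were left out (1 to 115 spots per array). Spots of the same probe were averaged, which gave 170018 probes from 174075 spots, and each array was centred on the median of its autosomal probes. No loess correction was used in the main setting, since it can remove copy number signal. Probes were 45 to 60 bases long. The median spot signal was 7.94 to 17.6 times its local background over arrays and channels, 383 to 2234 spots per array were not well above background in at least 1 channel, and 0 spots were saturated.

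The calling rule followed the second screening of the study. A probe was positive when the log2 ratio exceeded 0.5 in size in the same direction on both arrays, and at least 1 probe within 3 probes and 5 kb was positive in the same direction. The limit of 5 kb and the same direction of the neighbour were added here. All probes were treated alike, since the list of probes selected in the first screening was not used here. A de novo candidate probe was positive in an offspring and not past the threshold in the same direction on both arrays in either parent. Regions were runs of at least 2 such probes. Probes positive in exactly 1 mouse were compared between 7 offspring and 2 parents with an exact two-sided permutation test. The p of this test was the one-sided p times 2. Single probes were compared between offspring and parents with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, on the mean of both arrays of each mouse, with 7 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Intervals were formed by joining positive probes of all mice across up to 50 kb, and their means run over all probes between the ends. This joining was chosen after seeing the data.

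Regions were named by a rule fixed before the data were examined. It took the 10 de novo candidate regions with most probes, the 5 regions with most probes among those positive in all 9 mice (there were 0), the 5 with most probes among those positive in 1 parent only, and up to 3 probes in each direction past the limma threshold (there were 0).

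Both procedures were tested on simulated data. For the de novo candidate regions, noise was drawn for 169967 probes with the spread and dye bias of the arrays, and 200 losses with a log2 shift of -0.9 were placed in offspring, with 50 more shared with a parent. The rule found 193 of the 200 losses (96.5%), found all 147 of those with 4 or more probes, and called 0 regions that had not been placed. That 0 holds for the simulated noise only. In the data, the de novo candidate losses of offspring 4 were low in its siblings too (median -0.438). The 0 is therefore no false call rate for the regions called in the data. For the comparison of offspring and parents, 200 of 169967 probes were shifted by 0.9 in the offspring as a group. Limma recovered 197 of them (98.5%) with 13 false calls. These values hold for the simulated data and for a shift common to the offspring. They do not show how often limma would find a change carried by single offspring.

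The alternatives listed before the data were examined were normexp background correction with an offset of 50, no centring, loess within arrays, the values of the series table, no filter on flags, a filter on dim probes, thresholds of 0.8 and 0.3, the mean of both arrays past the threshold, 0 or 2 neighbours, no limit on distance, other conditions on the parents, leaving out each parent, slide as a block, arrays of 1 dye orientation and a variance trend. Normexp was run on the median spot signals. Scan day as a block, the removal of the median of each probe length and leaving out each offspring from the comparison of probes positive in 1 mouse were added after seeing the data.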

Results

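The array comparative genomic hybridization (array CGH) data covered 1 family of non-irradiated C57BL/6J/Nrs mice from a study that looked for new copy number changes in offspring after gamma-irradiation of their sires. In array CGH, DNA of a mouse and DNA of a reference animal are labelled with different dyes and hybridized to the same probes, and the log2 ratio of the signals follows the ratio of copy numbers. The family had 1 sire, 1 dam and 7 offspring, and tail DNA of each of these 9 mice was compared with DNA of the same reference male. Each mouse was hybridized on 2 arrays with the dyes swapped, which gave 18 arrays. The 2 arrays of a mouse are technical repeats and were counted as 1 replicate. The array was the second screening array of the study, which tiles the surroundings of probes selected in a first screening. It carried 169967 autosomal probes with a median spacing of 92 bp in 9919 clusters, and these clusters covered 22.74 Mb. A further 48 probes lay on the X chromosome and 3 on the Y chromosome. The noise SD of a single probe ranged from 0.128 to 0.181 on the log2 scale over the arrays. It was estimated from the interquartile range of the differences between adjacent autosomal probes. The number of arrays limits the precision. All positions are on the mm9 (NCBI 37) build, which the array files use. Gene names at these positions were not used here.

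The X probes give a known difference, since the dam has 2 copies of X and the reference male has 1. The median log2 ratio over the X probes was 0.87 in the dam (SD over probes 0.15) and 0.01 in the sire (SD over probes 0.08). It was 0.01 in offspring 1, -0.01 in offspring 2, -0.02 in offspring 3 and -0.01 in offspring 4. It was 0.82 in offspring 5, 0.82 in offspring 6 and 0.86 in offspring 7. The descriptions of the samples do not state the sex of the offspring, and no groups were formed from these values. In the dam, 43 of the 48 X probes (89.6%) passed a log2 ratio of 0.5 on both arrays. The alternative that moved the ratio of the dam most used only the arrays with its DNA in Cy5, where it was 0.75.

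A probe was called positive in a mouse when the log2 ratio of mouse over reference exceeded 0.5 in size in the same direction on both arrays, and at least 1 other probe within 3 probes and 5 kb was positive in the same way. The median number of positive autosomal probes was 87 per mouse. The sire had 9 positive probes, all losses, and the dam had 34 gains and 73 losses. Offspring 2 had the fewest among the offspring, with 6 losses and no gains. Offspring 4 had 14 gains and 155 losses, and offspring 5 had 19 gains and 144 losses. Offspring 3 had 73 gains and 14 losses. Of the alternatives, a threshold of 0.3 moved the median most, to 432 probes. In all, 455 probes were positive in at least 1 mouse. No probe was positive in all 9 mice, and the largest number of mice that shared a positive probe was 4.

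**Figure D1:**
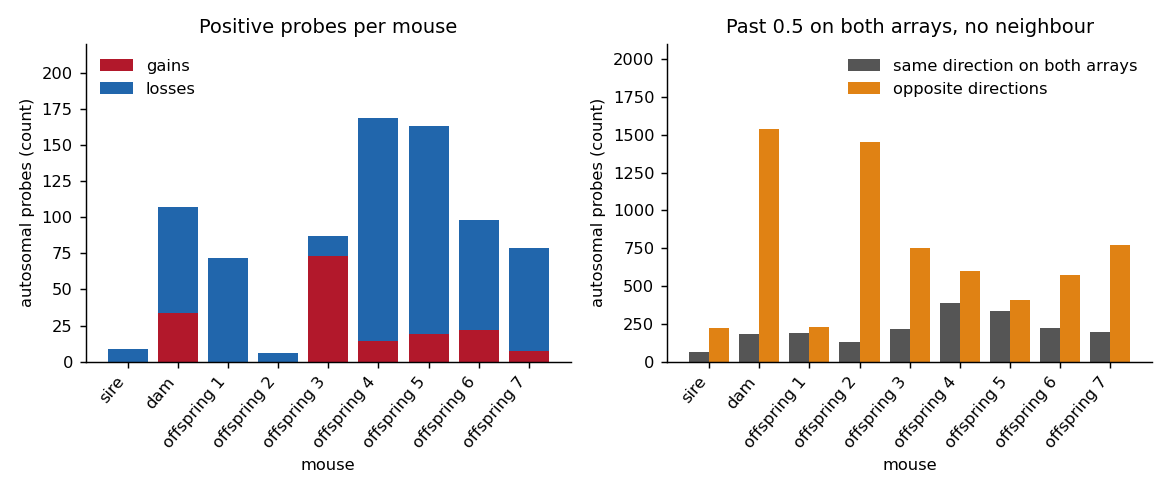
The left panel gives the number of positive autosomal probes in each of the 9 mice, with gains and losses stacked. The right panel gives the number of probes past 0.5 on both arrays, in the same direction (grey) or in opposite directions (orange), without the neighbour condition; the opposite-direction count was the larger one in every mouse, up to 1536 in the dam.

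A probe past the threshold on both arrays but in opposite directions after the dye swap was taken into account cannot reflect copy number. Their median number was 597 per mouse, and they ranged from 220 in the sire to 1536 in the dam. Without the neighbour condition, the number of probes past the threshold in the same direction ranged from 62 in the sire to 390 in offspring 4. In every mouse the opposite-direction count was higher than the same-direction count. Across probes, the log2 ratios of the 2 dye orientations were negatively correlated within every mouse, with Pearson's r from -0.62 in the dam to -0.41 in offspring 7. Probes are not independent replicates. A correction by loess within arrays lowered the median opposite-direction count to 146.

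The family analysis asked which changes were present in an offspring and in neither parent. Over the 7 offspring, 360 probes were positive in the offspring and not past the threshold in the same direction in the sire or the dam. These formed 122 regions of at least 2 probes, of which 100 had 2 probes. Of the alternatives that kept this definition of a region, a threshold of 0.3 gave the highest number, 480, and a threshold of 0.8 the lowest, 17. Of the 122 regions, 7 lay in an interval on chromosome 12, 28 lay in an interval on chromosome 4, and 87 lay elsewhere. Of those 87 regions, 61 were in offspring 4 and 77 had 2 probes. When both parents were required to have a mean log2 ratio within 0.25 of 0, 19 regions were counted. Of these, 11 lay on chromosome 12, where the condition split regions into shorter ones, and 8 lay elsewhere.

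The chromosome 12 interval spanned 37868806 to 37881339 (12534 bp, 73 probes). Of its probes, 52 were positive as losses in offspring 1 and 51 in offspring 5. The mean log2 ratio over all 73 probes was -0.83 in offspring 1 (SD over probes 0.26) and -0.73 in offspring 5 (SD over probes 0.31). It was -0.13 in the sire (SD over probes 0.11) and -0.02 in the dam (SD over probes 0.07). In the other 5 offspring it lay between -0.04 and -0.02. Under normexp background correction the means became -0.67 in offspring 1, -0.58 in offspring 5 and -0.10 in the sire. The region with most probes was a loss in offspring 1 from 37868806 to 37879995 with 47 probes and a mean of -0.94. A second loss in offspring 1 from 37880977 to 37881339 had 5 probes and a mean of -0.95. In offspring 5 the calls fell into 5 regions, and all 5 were among the 10 regions with most probes. The region from 37868806 to 37870148 had 11 probes and a mean of -0.82. The region from 37870361 to 37871837 had 12 probes and a mean of -0.97. The region from 37872082 to 37873463 had 10 probes and a mean of -0.91. The region from 37874276 to 37880345 had 10 probes and a mean of -0.92, and the region from 37880756 to 37881339 had 8 probes and a mean of -0.88.

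**Figure D2:**
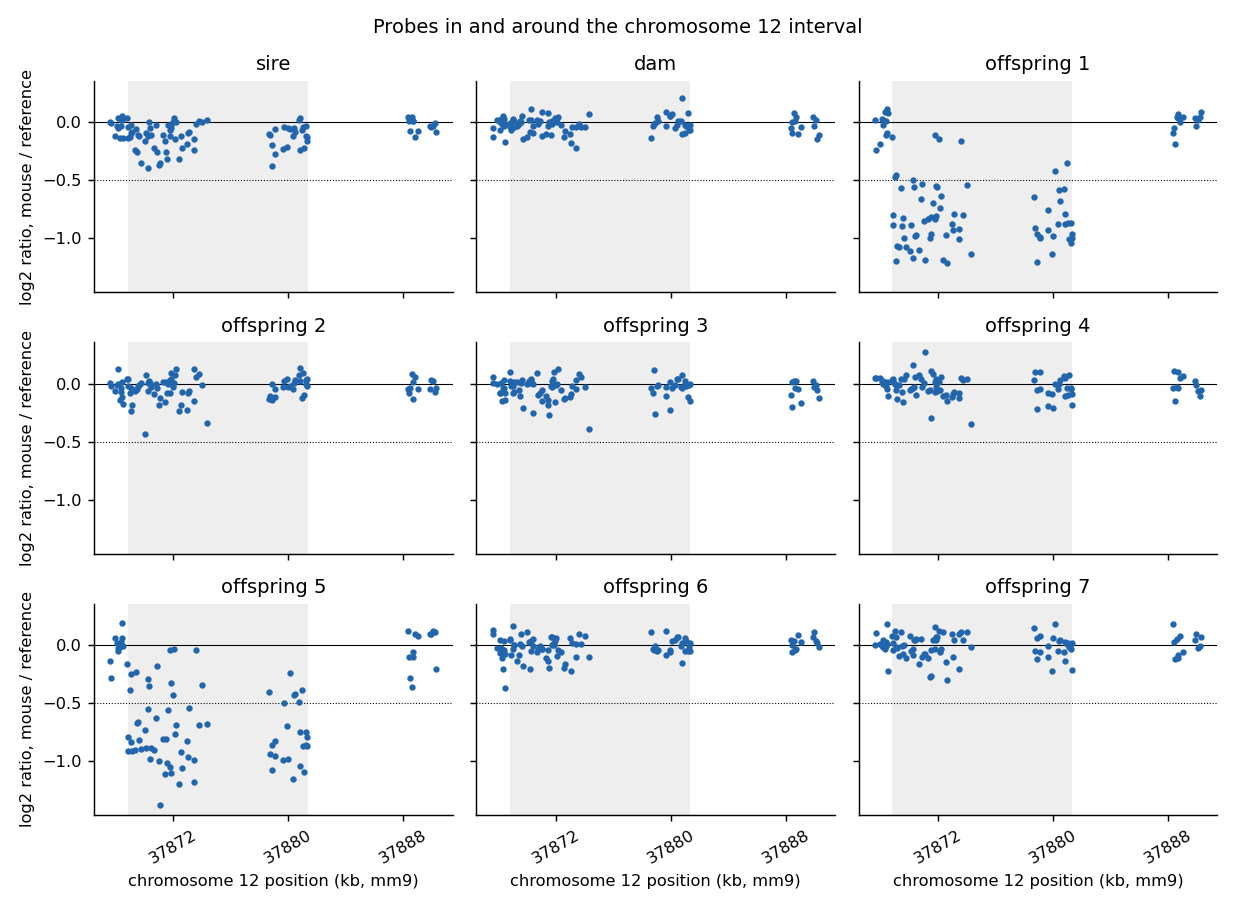
Each panel shows 1 mouse, and each point is the log2 ratio of mouse over reference at 1 probe, averaged over the 2 arrays, against its position on chromosome 12 in kb (mm9). The grey area is the interval from 37868806 to 37881339, and the dotted line marks -0.5; offspring 1 and offspring 5 lie mostly below that line inside the interval, with means of -0.83 and -0.73.

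The chromosome 4 interval spanned 101110877 to 101267640 (156764 bp, 744 probes). Its mean log2 ratio was 0.40 in the dam (SD over probes 0.17), 0.42 in offspring 3 (SD over probes 0.18), 0.34 in offspring 4, 0.34 in offspring 5 and 0.36 in offspring 6. It was 0.01 in the sire, 0.00 in offspring 1, 0.01 in offspring 2 and 0.01 in offspring 7. These means lie under the threshold of 0.5, so only part of the probes was called, namely 31 in the dam and 73 in offspring 3. Probes called in an offspring and not in the dam were counted as de novo by the rule, and 18 of the 28 regions were in offspring 3. The region with most probes was a gain in offspring 3 from 101181815 to 101182805 with 7 probes. Its mean was 0.62 in offspring 3 and 0.49 in the dam. The gain in offspring 3 from 101146043 to 101146872 had 5 probes, with a mean of 0.68 in offspring 3 and 0.55 in the dam.

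Outside these intervals, the region with most probes was a loss in offspring 4 on chromosome 10 from 120432307 to 120432942 with 6 probes. Its mean over these probes was -0.82 in offspring 4. It was -0.50 in offspring 5, -0.40 in offspring 1, -0.39 in offspring 6 and -0.36 in offspring 3. It was -0.02 in offspring 2, 0.02 in offspring 7, 0.21 in the dam and -0.05 in the sire.

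To measure calls in single mice, probes positive in exactly 1 of the 9 mice were counted. The offspring had 37.4 such probes on average (SD 48.3, n = 7), with 140 in offspring 4 and 4 in offspring 7. The sire had 4 and the dam had 15, a mean of 9.5. The difference of 27.9 probes was smaller than the spread between the offspring, and an exact two-sided permutation test over the 36 splits gave p = 0.444. With the two-sided p taken as the one-sided p times 2, the smallest value that this design allows is 0.0556. Offspring 4 carried most of the difference, since without it the mean of the other 6 offspring was 20.3 (SD 18.7) and the difference fell to 10.8 (exact permutation p = 0.571). Offspring 3 came next with 55 such probes. It had only 14 losses, so most of the 55 were gains, and all its gains lay in the chromosome 4 interval that was also raised in the dam. The count is thus not a measure of background alone. Batches were looked for, since the arrays lay on 7 slides scanned on 3 days. On scan day 1 offspring 2 had 9 fewer such probes than the dam, with 6 against 15. On scan day 3 offspring 1, 4 and 5 had a mean of 61.3 against 4 in the sire. Scan day 2 held no parent. On slide 6, the only slide with a parent and an offspring, offspring 1 had 20 and the sire 4. The direction of the difference was thus not the same on scan days 1 and 3.

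Of the positive probes, 116 were present in 1 parent only, with 9 in the sire and 107 in the dam, and no probe was positive in both parents. They formed 25 regions, of which 3 were in the sire. The 2 regions with most probes were losses in the dam on chromosome 3, from 25416456 to 25423787 (35 probes) and from 25430711 to 25434541 (24 probes), with means of -1.93 and -1.84 in the dam. Offspring 5, 6 and 7 were also low there, with means of -1.75, -1.81 and -1.95 over the first of these regions, and the sire lay at 0.01. The sire had a loss on chromosome 2 from 110710454 to 110711068 (5 positive probes) with a mean of -0.91. Offspring 3 lay at -0.95 and offspring 4 at -0.94 over the same probes, and the other mice lay between -0.02 and 0.04. The dam had a loss on chromosome 5 from 80244548 to 80244925 (4 probes) with a mean of -3.39. Offspring 5 lay at -3.42, offspring 6 at -3.47 and offspring 7 at -3.36 there. The gain of the dam on chromosome 4 from 101167182 to 101168467 (4 probes) had a mean of 0.59 and was part of the interval described above. The number of probes present in 1 parent only was moved most by a threshold of 0.3, which gave 524.

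**Figure D3:**
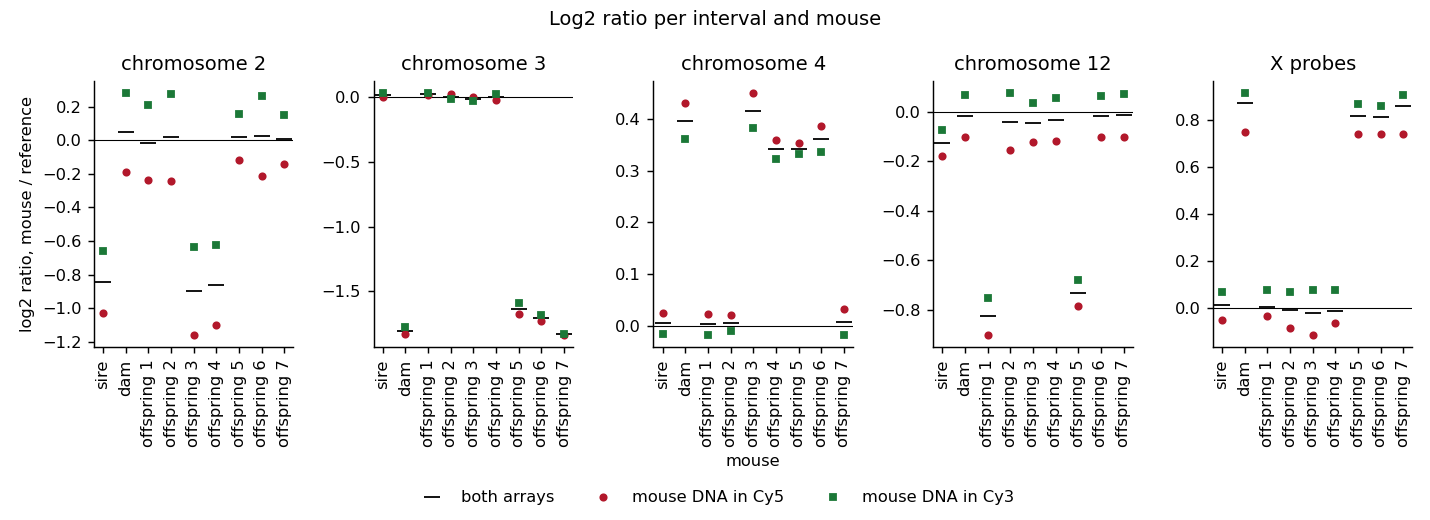
Each panel gives the log2 ratio of mouse over reference in each of the 9 mice over 1 interval (mean over its probes) or over the X probes (median), with the arrays with mouse DNA in Cy5 as circles, those with mouse DNA in Cy3 as squares and the value over both as a dash; the vertical scales differ between panels. On chromosome 3 the dam and offspring 5, 6 and 7 lie between -1.83 and -1.63, and the same mice have X ratios from 0.82 to 0.87.

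The offspring as a group were compared with the parents by limma on the mean of the 2 arrays of each mouse, with 7 offspring against 2 parents. Of 169701 autosomal probes, 0 passed a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.154. A change carried by single offspring or inherited from a parent need not separate the groups. The 0 is therefore not evidence that such changes were absent. At an unadjusted p under 0.05 there were 10867 probes. Leaving out the dam gave 6 probes past the threshold, 5 higher and 1 lower in the offspring, and in that fit the sire was the only parent. With scan day as a block, and likewise with slide as a fixed or a random block, 0 probes passed.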

Values the study reported

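Apart from mice with 4 or more changes, which it listed separately, the study reported 11 deletions and 3 duplications that arose de novo in the non-irradiated group. These had passed both of its array screenings and a check by quantitative PCR. The regions counted above had neither the first screening nor that check, so the counts are not of the same kind. It reported de novo deletions in 7.1% of the non-irradiated offspring (11 of 156) and in 20.4% of the offspring of irradiated sires (29 of 142). In its second screening, probes counted as positive when the log2 ratio exceeded 0.5 in size.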

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

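Of the tests in this part, those of the siblings, of the reference DNA, of probe length, of slide and of scan day, and of the chromosome 4 gain were chosen after the results were seen. Extreme values were looked for among the 7 offspring in 13 measures, by the gap of the highest or lowest value to its neighbour divided by the range. Chance gives about 1 such value in 20 groups, and several of the measures overlap.

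Offspring 4 stood apart from the other offspring in the number of probes positive in that mouse alone (140, gap over range 0.625) and in the number of de novo candidate regions (64, gap over range 0.677). Of its de novo candidate probes, 138 were losses. True losses of 1 copy in this mouse alone would leave its siblings near 0 at these probes, but the median over the other 6 offspring was -0.438, and each of the 6 lay below 0. A change in the reference DNA would lower every mouse alike, but the medians of these 6 ranged from -0.471 in offspring 5 (quartiles -0.56 and -0.37) to -0.085 in offspring 7 (quartiles -0.17 and 0.01). The dam lay above 0, at 0.183 (quartiles 0.099 and 0.272). A trend with probe length is argued against as the whole cause, since 89 of these 138 losses were still called after the median of each probe length was removed. It stays open for the others. Offspring 5 lay on the same slide, but mice on other slides leaned the same way (-0.464 in offspring 1), which argues against the slide as the whole cause. Scan day as the whole cause is argued against in the same way, since offspring 3, of another day, lay at -0.448 (quartiles -0.57 and -0.37). A part played by scan day stays open, because offspring 1 and 5, of the same day as offspring 4, were the lowest of the 6. The dam and offspring 2 (-0.163), the mice of scan day 1, lay above every mouse of the day of offspring 4, as did offspring 7 of scan day 2. The sire, scanned on the day of offspring 4, lay higher, at -0.348, than offspring 3 and offspring 6 (-0.428) of scan day 2. The de novo rule left out probes past the threshold in the sire or the dam, which limits the comparisons with these mice. Of the 138 probes, 78.3% lay among the dimmest 10% of the autosomal probes, a test chosen before its result was seen, so dim probes are a candidate explanation for most of these calls. Of the 138 losses, 2 were still called under normexp background correction. When probes not well above background were left out, 93 of the 138 were kept in the data and 72 were still called. Why the mice differed at these 138 probes stays open.

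Offspring 3 stood apart in the number of positive probes that were gains (73, gap over range 0.699). All 73 lay in the chromosome 4 interval, where the dam had a mean log2 ratio of 0.395. A candidate explanation is a gain inherited from the dam whose log2 ratio lies near the threshold, so that a small difference between arrays decides how many probes are called. Offspring 3 had the highest mean over the interval, 0.42, and 18 of the 28 de novo candidate regions there. A true difference in copy number between offspring 3 and the dam was not tested.

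Offspring 2 stood apart in the correlation of the 2 dye orientations across probes (-0.61, gap over range 0.673). After loess within arrays it no longer stood apart, with a gap over range of 0.035 for the lowest offspring, a test chosen before its result was seen. Dye bias that depends on signal is thus a candidate explanation. The dam, the other mouse scanned on day 1, had the lowest correlation of all mice (-0.618), so a shared effect of that scan day may contribute. No biological explanation was tested.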

How the results depend on the processing

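The removal of the probe length trend, the block for scan day and leaving out each offspring were chosen after seeing the data. The median number of positive probes per mouse (87) stayed within 1.5 times that value under normexp, no centring, loess, the series table, no flag filter, the dim filter, no limit on distance and the removal of the probe length trend. It became 27 at a threshold of 0.8, 432 at a threshold of 0.3, 263 when the mean of both arrays had to pass, 195 with no neighbour needed and 51 with 2 neighbours needed. These changes follow from the construction of the rules. The number of probes present in 1 parent only moved under the same settings, from 116 to 67, 524, 325, 243 and 75.

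The number of de novo candidate probes (360) became 59 and 1262 at thresholds of 0.8 and 0.3, 989 for the mean of both arrays, 1232 with no neighbour and 138 with 2 neighbours. It was 104 with parents within 0.25 of 0 and 647 with the sire as the only parent, which adds calls that the dam shared, whether inherited or not. The number of regions (122) became 17, 480, 367, 994 and 18 under the first 5 of these, and 19 with parents within 0.25 of 0. With no neighbour needed single probes count as regions, and with 2 neighbours a region has 3 or more probes, so these counts are not of the same kind of region. Normexp gave 149 probes and 40 regions, and the filter on dim probes gave 73 regions. Most of that fall was in offspring 4, from 144 probes to 2 under normexp and to 79 under the dim filter.

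The number of opposite-direction probes (597) fell to 145 under normexp, 146 under loess and 43 at a threshold of 0.8, and rose to 6298 at a threshold of 0.3.

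The difference in probes positive in 1 mouse alone kept its direction under all 12 other settings of the processing, between 3.86 and 65.6 probes, and its exact permutation p lay between 0.056 and 0.889. Leaving out each offspring in turn gave 10.8 to 33.5 probes, with the lowest value without offspring 4 (exact permutation p = 0.571). As the p was computed here, this design cannot pass 0.05, so these p-values say nothing about stability.

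The limma comparison gave 0 probes under every alternative except one. Without the dam it gave 6, and without the sire 0; the cause was not tested. Where a parent was left out, the remaining parent was assumed to vary like the offspring. With slide as a fixed block 1 residual degree of freedom was left. The X ratio of the dam lay between 0.75 and 0.92 under the alternatives, and only the 0.75 from the arrays with its DNA in Cy5 differed by more than the 95% interval of the mean over probes; the cause was not tested. The means of the named intervals kept their direction under all 7 alternatives. By the same measure, normexp moved the chromosome 12 mean from -0.83 to -0.67 in offspring 1 and from -0.73 to -0.58 in offspring 5, the chromosome 10 mean of offspring 4 from -0.71 to -0.52, and the chromosome 4 mean from 0.40 to 0.38 in the dam and from 0.42 to 0.39 in offspring 3. No paired analysis was possible because offspring and parents share only 1 replicate number, which does not pair mice. Leaving out probes not well above background lowered the de novo candidate probes from 360 to 251 and left the probes present in 1 parent only at 116.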

Other observations

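All tests in this part were chosen after the results were seen, except that of short probes on the chromosome 4 gain.

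The loss on chromosome 12 was present in offspring 1 and 5 over the same probes, and neither parent passed the threshold. The sire had a mean of -0.13 over the interval, lower than the dam and the other 5 offspring. As a hypothesis, part of the cells of the sire may carry the loss. Against each of the 6 mice other than offspring 1 and 5 the sire was lower in both dye orientations, by -0.079 to -0.024 in Cy5 and by -0.149 to -0.108 in Cy3. Over the mean of both orientations the differences lay between -0.111 and -0.083. Against each of the 6 mice, 0 of the 2281 windows of 73 consecutive probes outside called intervals were as low. The probe clusters had a median of 27 probes, so a window can join distant clusters, while the interval is 1 place. Deviations of single places can average out in such windows, so all window counts given here may overstate how unusual the sire was. A dye effect would have opposite signs in the 2 orientations and cancel in their mean, so differences no closer to 0 than -0.083 argue against it. The Cy5 arrays alone showed less. On them 0 windows were as low against the dam, 338 against offspring 2, 4 against offspring 3, 5 against offspring 4, 1 against offspring 6 and 9 against offspring 7, while in Cy3 there were 0 against each. Set against the median of the 9 mice, which the carriers lower, 11 of all 2308 windows were as low over both orientations. On the array with sire DNA in Cy5 there were 632. Among the 2281 windows outside called intervals these counts were 0 and 617. A regional trend is argued against, since the sire lay at -0.013 (SE 0.011) against the median over 26 flanking probes and at -0.06 (SE 0.01) inside. Mixing with DNA of offspring 5 at the 15.3% that would give the shift predicts an X ratio of 0.16 in the sire, and it was 0.013. Mixing with offspring 1, which lay on the same slide, predicts that the chromosome 2 loss of the sire would be shallower than in offspring 3 and 4 by 0.16, and it was shallower by 0.037 (SE 0.03 over 8 probes). Loss in the germ line of the sire alone was not tested.

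On 8 autosomal intervals, positive probes were shared by offspring 5, 6 and 7, and on 7 of them also by the dam, whose mean on the remaining interval (chromosome 11 from 59716757) was -0.88. These are the 4 mice with raised X ratios. Over the called probes on chromosome 3 the highest of the 3 offspring lay at -1.72. A sire at 0 passes on 1 copy, so a loss inherited from the dam on an autosome would not take an offspring below -1, which argues against that explanation for this interval and for chromosome 5, where the 3 offspring lay between -3.47 and -3.36. A candidate explanation is that these probes also match sequence on the sex chromosomes. It needs the carriers to be the mice with raised X ratios, and the lowest X ratio among them was 0.815 against a highest of 0.01 in the other mice. That match prompted the explanation, so it is not a separate test of it. In the family, 70 probes were positive in the dam and exactly these 3 offspring, and 0 in the dam and any of the other 34 sets of 3 offspring. The 70 restate the pattern and are not independent, since the chromosome 3 interval alone had 55 called probes in offspring 5. The 0 shows only that no other set of 3 offspring shared calls with the dam in this way. The Y probes were low in the same mice, at -2.12 in the dam, -1.43 in offspring 5, -1.84 in offspring 6 and -2.73 in offspring 7. Probe sequences were not used here, so the match itself was not tested.

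Within the chromosome 12 interval, probes under 60 bases showed a smaller change than probes of 60 bases. Offspring 1 had a mean of -0.50 over 15 shorter probes and -0.91 over 58 probes of 60 bases, and offspring 5 had -0.38 and -0.83. Short probes may measure a change of copy number less fully. In the chromosome 4 interval the dam had 0.49 on 298 probes of 60 bases and 0.33 on 446 shorter probes, a difference of 0.165 (SE 0.011), in line with that explanation. All 48 X probes were 60 bases long, so the dam gives no such comparison on X.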
